A study of Mus musculus with 199 samples.

How the data were processed

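RNA was sequenced from 199 libraries of mouse small-cell lung cancer cells and of a related cell line. The KP1 line carries deletions of Rb1 and Trp53 and was grown as spheroids in culture or as colonies in the livers of mice. Per the labels, laser capture microdissection took 10 cells at a time from cryosections, and poly(A) RNA was reverse transcribed, amplified by poly(A) PCR and tagmented. Pool-and-split controls are libraries of the same size drawn from pooled material, so their spread was taken as that of the method. It also holds any difference between pools or batches of pools. The RPC line is a pre-cancerous line whose labels give deletions of Rb1, Trp53 and Crebbp and 1 deleted copy of p130, the product of Rbl2. The bulk libraries were made by another protocol from whole spheroids, per the labels' protocols.

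The deposited table holds expected counts, that is estimated read counts per gene, with no scaling between libraries. Nearly all values are whole numbers and some have decimals, none is negative, and the totals differ between libraries. The labels and the header name no aligner, counting program, genome build or annotation release. Of the gene identifiers, 31345 were found in GENCODE M21 on GRCm38, and 92.6% of these had identical coordinates in both, so coordinates are given as the table gives them, on GRCm38. The table has 31581 genes, of which 21765 are protein-coding and 9185 are pseudogenes by biotype, and 92 ERCC spike-in transcripts. Counts were rounded to whole numbers for the count models. The ERCC transcripts were kept out of library sizes and out of every gene test. CPM values are counts scaled to one common library total, computed over the genes alone.

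Groups were taken from the sample labels. The labels do not state how many animals, spheroid cultures or pools the libraries came from, so every p-value speaks for captures of 10 cells and not for animals. All 199 libraries were used and no column of the table was left out. The duplicate-library check computed a chi-squared value per degree of freedom for every pair of libraries of a group over genes with at least 20 summed counts. The lowest value, between RPC libraries 1 and 2, was 29.1, so no pair looked like repeat sequencing of 1 library, which gives values near 1.

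Mean levels were compared between 10-cell groups with edgeR 4.0.16 (TMM scaling, filterByExpr, quasi-likelihood F test with robust estimation) in R 4.3.3. Only the groups compared entered each fit, and genes with a Benjamini-Hochberg adjusted p under 0.05 were called. Spread was measured as the absolute deviation of log2(CPM + 1) from the group median, scaled for group size. It was compared between 10-cell and pool libraries with limma 3.58.1 (robust eBayes) for genes with a mean of at least 5 CPM. The difference in excess spread between conditions came from one limma fit over the 10-cell and pool libraries of both conditions. Shared calls were tested with a one-sided Fisher's exact test. Genes detected per library were counted after every library was thinned to 718149 gene counts, the lowest gene total. Group means were compared with two-sided permutation tests (100000 resamples, smallest possible p 1e-05), or with exact permutation tests where a group had fewer than 10 libraries. Profile similarity was each library's median Spearman correlation across genes with the other libraries of its group.

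Marker gene lists for the neuroendocrine, Notch, hepatocyte, alveolar type II, club, alveolar type I, MHC class II and macrophage, T and NK cell, endothelial and stellate, interferon and MHC class I, mesenchymal, proliferation, erythrocyte, and hypoxia and glycolysis programmes were written before the data were examined, as were the tests, the rule for naming genes and the first set of alternatives. Lists with at least 3 tested members were tested with limma's camera (preset correlation) on log2 CPM, adjusted over all lists and comparisons, with fry and camera with an estimated correlation as alternatives. Genes are named in the text by a fixed rule. For each mean comparison these are the 4 genes with the smallest adjusted p in each direction among those with an adjusted p under 0.05, a log2 fold change of at least 1 and a mean of at least 10 CPM in the higher group. For each spread comparison they are the 6 called genes with the smallest adjusted p, and for each difference in spread the 4 in each direction. The engineered genes and called list members may also be named. Genes named outside the rule are said to be so where they appear.

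Each fit was tested on simulated data in which 200 genes were changed by known amounts. The share of changed genes recovered is given beside the results. For mean comparisons, all simulated libraries took the means and dispersions of the second group compared. For spread they took those of the condition's pools, and for differences in spread those of the second condition's pools. Recovery may therefore be overstated where the other libraries varied more. Deposited counts per library were not deduplicated by molecular identifiers, so floors and counting intervals cover counting error only. A fold change against a group with 0 counts is given as a lower bound computed from a floor of 3 counts over the whole group.

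The alternatives for the mean comparisons were RLE and TMMwsp scaling, no filter, a filter at a mean of 5 CPM, thinning to one depth, DESeq2 1.42.0, limma-voom with sample weights, one fit over all 10-cell groups, the library number as a block, and the hepatocyte score as a covariate in the liver comparisons. For spread they were pseudocounts of 0.1 and 10, mean filters of 1 and 20 CPM, squared deviations, thinning, TMM-scaled CPM, the library number as a block and edgeR's gene-wise dispersion. Other thresholds, list sizes and filters were tried for the remaining results. Further alternatives, chosen after seeing the data, were protein-coding genes only, fits within or centred on 2 kinds of library batch, the numbered libraries without a block, leaving out libraries with over 10% ERCC counts, and shared genes among those less variable in 10-cell libraries. The alternative of leaving out libraries with a low total for their group removed 0 libraries and gave no new values. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for permutation tests, correlations and figures.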

Results

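RNA-seq libraries were compared to ask how the transcripts of small groups of tumour cells differ between culture and liver, between livers of mice with and without a competent immune system, and between a tumour line and a pre-cancerous line. The KP1 spheroids gave 28 libraries of 10 cells and 20 pool-and-split controls. KP1 colonies in the livers of nude mice, which are immunocompromised, gave 33 and 35. KP1 colonies in the livers of F1 mice, which are immunocompetent, gave 31 and 24. RPC spheroids gave 24 libraries of 10 cells and no controls. Bulk spheroid libraries numbered 1 each for the lines KP1, KP2, KP3 and KP5. Total counts per library were 3790354 to 5308801 in spheroid 10-cell libraries and 3662505 to 5831210 in spheroid pools. They were 1007999 to 4283753 in nude liver 10-cell libraries, 1293394 to 4289080 in nude liver pools, 1682735 to 5543519 in F1 liver 10-cell libraries and 2275333 to 5527521 in F1 liver pools. RPC libraries had 3512472 to 7616756 counts. The bulk totals were 17266203 for KP1, 42447973 for KP2, 37844626 for KP3 and 30356824 for KP5, without replicates.

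At one common depth, 8015 ± 1180 genes (SD) were detected per spheroid 10-cell library and 8311 ± 1189 per nude liver library, which did not differ (adjusted p 0.336, two-sided permutation test, 7 comparisons). F1 liver libraries had 7090 ± 1062 detected genes, fewer than spheroid libraries (adjusted p 0.00308) and nude liver libraries (adjusted p 0.00021). RPC libraries had the most of the 4 groups, 9219 ± 1195 (adjusted p 0.00133 against KP1 spheroids). Pools had fewer detected genes than 10-cell libraries in nude liver (7034 ± 751, adjusted p 7e-05) and in F1 liver (5991 ± 1245, adjusted p 0.00168). In spheroids the pools had 8533 ± 838 genes and did not differ from 10-cell libraries (adjusted p 0.117). The alternative that moved these differences most was counting without thinning, where nude liver libraries had fewer genes than spheroid libraries, by 155 (adjusted p 0.655).

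Spike-in transcripts took 0.183 ± 0.324% of counts in spheroid 10-cell libraries, 2.51 ± 5.48% in nude liver and 3.01 ± 2.37% in F1 liver. In pools the shares were 0.419 ± 0.659%, 7.29 ± 6.52% and 12.4 ± 5.24%. The pools lay above the 10-cell libraries in nude liver (adjusted p 0.000158) and in F1 liver (adjusted p 3.5e-05, permutation tests). Libraries of some groups fell into batches that the labels do not name. Of the spheroid 10-cell libraries, 9 had at least 0.1% ERCC counts and 19 had less, and of the spheroid pools 6 and 14. Of the F1 liver 10-cell libraries, 26 had a high level of the pseudogene Rpl19-ps11 (mean 643.8 CPM) and 5 a low one (68.9 CPM), and of the F1 liver pools 19 and 5. Between these batches, edgeR called 28 of 9843 genes in F1 liver 10-cell libraries, 3 of 7850 in F1 liver pools, 3 of 8523 in spheroid 10-cell libraries and 333 of 9291 in spheroid pools.

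**Figure D1:**
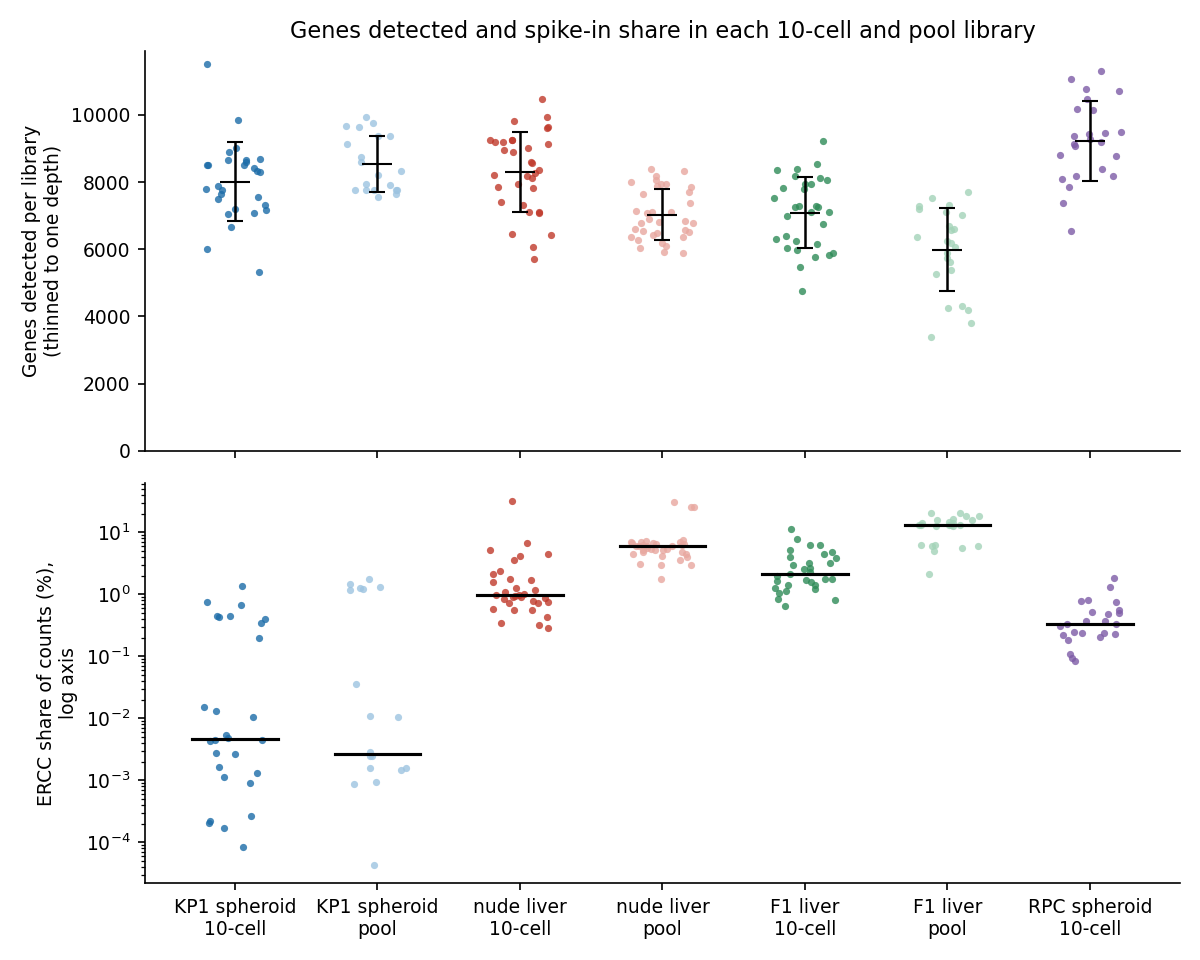
Genes detected per library at one depth (top, mean and SD as bars) and the ERCC share of counts in percent (bottom, log axis, bars at the median; libraries at 0 are not drawn), for each 10-cell and pool library. Pools from liver have fewer detected genes and a higher spike-in share than 10-cell libraries from liver.

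The genes named in the genotypes were still counted. Gene-level counts do not separate deleted exons from retained ones. Rb1 (chromosome 14, 73183673 to 73325822) had 26.4 ± 23.2 CPM in KP1 spheroid 10-cell libraries, with counts in 28 of 28, and 25.6 ± 33.7 CPM in RPC libraries, with counts in 23 of 24. In the other KP1 groups its mean was between 8.21 and 31.8 CPM, and in the bulk libraries it was 148 (KP1), 193 (KP2), 143 (KP3) and 158 CPM (KP5). Trp53 (chromosome 11, 69580359 to 69591873) had 8.39 ± 16.3 CPM in KP1 and 11.7 ± 8.82 CPM in RPC spheroids. Its mean in the other KP1 groups was 3.63 to 5.11 CPM, and in the bulk libraries it was 12.0 (KP1), 19.7 (KP2), 19.1 (KP3) and 6.69 CPM (KP5). Rbl2 (chromosome 8, 91070057 to 91123844) had 3.17 ± 14.2 CPM, with counts in 7 of 28 KP1 libraries, against 1.58 ± 4.55 CPM, with counts in 11 of 24 RPC libraries. It was too low to test, and had 41.6 to 54.6 CPM in the bulk libraries. Crebbp (chromosome 16, 4081328 to 4213997) had 40.5 ± 34.1 CPM in KP1 and 21.7 ± 28.4 CPM in RPC spheroids, with 70.3 to 155 CPM in the bulk libraries and 44.4 to 78.7 CPM in the other KP1 groups. By edgeR, Crebbp was lower in RPC than in KP1 spheroids (log2 fold change -1.27, SE 0.46, adjusted p 0.0351), and this call was lost under 6 of 13 alternatives, for example with RLE scaling (-1.08, adjusted p 0.0756). Rb1 (log2 fold change -0.21, adjusted p 0.791) and Trp53 (0.12, adjusted p 0.922) did not differ by edgeR, although limma-voom called Trp53 higher in RPC (1.75, adjusted p 0.00715).

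Between nude liver colonies and spheroids, edgeR called 2669 of 7834 genes, 1390 higher and 1279 lower in liver, of which 2439 changed by at least 2-fold. The alternative that moved this count most was testing genes with no filter, which called 8431 of 20050 genes. With the hepatocyte score as a covariate 1065 genes were called, of which 903 were among the 2669. In simulated data for this comparison, 92.8% of 8-fold, 55.6% of 4-fold and 13.2% of 2-fold changes were recovered, with 0 false calls.

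The genes with the smallest adjusted p among those higher in nude liver included transcripts of blood and liver. Haemoglobin gene Hbb-bs (chromosome 7, 103826534 to 103828096) had 315 ± 408 CPM in liver, with counts in 32 of 33 libraries, and 6 counts in 1 of 28 spheroid libraries (log2 fold change 12.02, SE 0.87, adjusted p 2.69e-18). Albumin, Alb (chromosome 5, 90460897 to 90476602), had 369 ± 367 CPM in liver and 0 counts in spheroids. It was at least 16186-fold higher, against a floor of 3 counts over all spheroid libraries (adjusted p 2.74e-18). Haemopexin, Hpx (chromosome 7, 105591613 to 105600137), had 260 ± 496 CPM in 28 of 33 libraries and 8 counts in spheroids (adjusted p 3.99e-15), and was not called with the hepatocyte covariate (2.07, adjusted p 0.346). The ribosomal gene Rpsa (chromosome 9, 120127689 to 120132369) had 50865.5 ± 29879 CPM in liver and 6083 ± 3137 CPM in spheroids (log2 fold change 3.06, SE 0.24, adjusted p 2.99e-16). Rpsa had 17570 ± 8836 CPM in F1 liver and, in bulk spheroids, 506 to 971 CPM.

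Among genes lower in nude liver, Gm8797 (chromosome 3, 5750806 to 5751295) had 119 ± 60.5 CPM in liver and 625 ± 150 CPM in spheroids (log2 fold change -2.62, SE 0.21, adjusted p 6.02e-17). Ndufs5 (chromosome 4, 123712710 to 123718202) had 2062 ± 1033 and 9914 ± 3249 CPM (log2 fold change -2.55, adjusted p 6.15e-17). Scd2 (chromosome 19, 44293676 to 44306864) had 158 ± 102 and 834 ± 308 CPM (-2.51, adjusted p 2.46e-15). Ppia (chromosome 11, 6415443 to 6419817) had 1248 ± 738 and 5017 ± 1960 CPM (-2.27, adjusted p 1.56e-14). All 4 had counts in all 33 liver and 28 spheroid libraries.

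**Figure D2:**
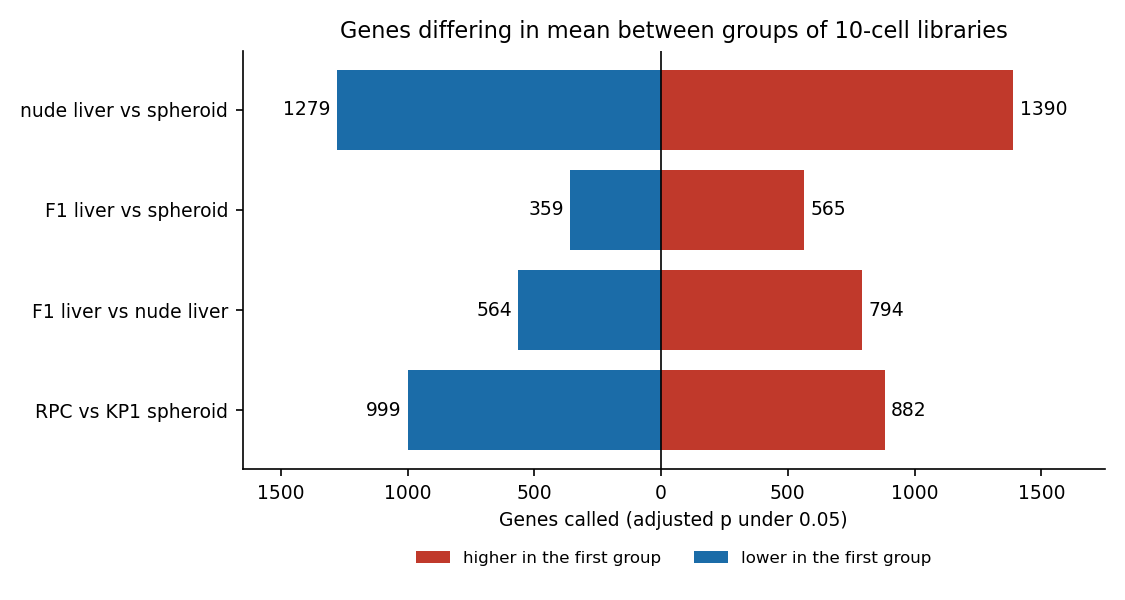
Number of genes called by edgeR (adjusted p under 0.05) as higher (right, red) or lower (left, blue) in the first group of each of the 4 comparisons of 10-cell libraries. Nude liver against spheroid gives the most calls, 1390 higher and 1279 lower.

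Between F1 liver colonies and spheroids, edgeR called 924 of 7309 genes, 565 higher and 359 lower in liver, of which 787 changed by at least 2-fold. Against only the 9 spheroid libraries with spike-in there were 174 calls, 100 of them among the 924, and against the 19 others 676, with 575 among the 924. The 26 F1 libraries with high Rpl19-ps11 gave 1058 calls and the 5 others 379, of which 139 were among the 924. Limma-voom called 455 higher and 1445 lower, and moved the median log2 fold change of all tested genes from 0.22 to -0.46. In simulated data, 91.4% of 8-fold, 55.7% of 4-fold and 11.6% of 2-fold changes were recovered, with 1 false call.

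The genes higher in F1 liver included Hbb-bs (2326 ± 3479 CPM, counts in 29 of 31 libraries, log2 fold change 15.22, SE 1.04, adjusted p 2.25e-17) and Hba-a2 (chromosome 11, 32296489 to 32297298; 1934 ± 3187 CPM against 65 counts in 1 spheroid library, adjusted p 5.40e-12). The pseudogene Rps13-ps1 (chromosome 8, 87047689 to 87048226) had 138 ± 72.3 CPM in 31 of 31 F1 libraries and 4.10 ± 3.90 CPM in spheroids (log2 fold change 5.34, SE 0.48, adjusted p 1.02e-13). Its level was 151 ± 65.5 CPM in the 26 libraries with high Rpl19-ps11 and 69.4 ± 74.0 CPM in the 5 others, which also lay above spheroids (exact permutation p 0.000215, two-sided). The mitochondrial pseudogene Gm28438 (chromosome 1, 24612775 to 24613119) had 231 ± 183 CPM in F1 liver and 44 counts in 1 spheroid library (adjusted p 1.31e-12). It had 275 ± 167 CPM in the 26 libraries but 2.15 ± 4.81 CPM in the 5 others, which did not differ from spheroids (exact permutation p 0.284). Gm28438 shares its sequence with mt-Co3 and its count is uncertain.

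Among genes lower in F1 liver, Nov (chromosome 15, 54745702 to 54754039) had 8.88 ± 15.1 CPM in liver and 442 ± 328 CPM in spheroids (log2 fold change -5.57, SE 0.52, adjusted p 5.17e-13). The mitochondrial genes mt-Nd3 (positions 9459 to 9806) and mt-Nd6 (13552 to 14070) fell from 1945 ± 988 to 358 ± 226 CPM (-2.29, adjusted p 1.98e-11) and from 332 ± 181 to 48.4 ± 41.8 CPM (-2.60, adjusted p 1.44e-10). Cox7c (chromosome 13, 86044816 to 86046904) fell from 364 ± 114 to 96.5 ± 53.8 CPM (-1.77, adjusted p 1.08e-09). In the 5 F1 libraries with low Rpl19-ps11 these 4 genes were also below spheroids, with exact permutation p of 0.0145 for Nov, 0.00834 for mt-Nd3, 0.0156 for mt-Nd6 and 2.11e-05 for Cox7c.

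The comparisons of both livers share the same spheroid libraries. Of 7096 genes tested in both, 615 were called in both and 597 of these changed in the same direction. The Spearman correlation across genes of the differences in mean log2(CPM + 1) was 0.736. In 20 draws with all 3 groups simulated from the spheroid means and dispersions, the shared control alone gave a mean of 0.504 and at most 0.524. Of the genes, 76.6% had the same sign, against 67.6% on average and at most 68.9% in the simulated draws. Genes are not independent replicates.

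Between F1 and nude liver colonies, edgeR called 1358 of 7064 genes, 794 higher and 564 lower in F1 liver, of which 1212 changed by at least 2-fold. The median log2 fold change of all tested genes was 0.26, and with RLE scaling it was 0.16 with 667 higher and 684 lower calls. Limma-voom called 508 higher and 1185 lower with a median of -0.37. The 26 F1 libraries with high Rpl19-ps11 gave 1296 calls, 1143 of them among the 1358, and the 5 others gave 223, with 97 among the 1358. In simulated data, 84.5% of 8-fold, 55.9% of 4-fold and 3.28% of 2-fold changes were recovered, with 4 false calls. Nude and F1 mice differ in strain as well as in immune competence.

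Ubb (chromosome 11, 62551171 to 62553213) had 2619 ± 1157 CPM in F1 and 763 ± 415 CPM in nude liver (log2 fold change 2.31, SE 0.22, adjusted p 8.61e-13). Tubb5 (chromosome 17, 35833921 to 35838306) had 4092 ± 1644 and 1588 ± 816 CPM (1.96, SE 0.20, adjusted p 7.45e-12). For both genes the 5 F1 libraries with low Rpl19-ps11 also exceeded nude liver (exact permutation p 1.99e-06 and 2.59e-05), and spheroids were near F1 liver, with 3055 ± 809 CPM of Ubb and 3866 ± 617 CPM of Tubb5. Rps13-ps1 had 138 ± 72.3 against 2.76 ± 5.28 CPM (6.11, adjusted p 6.90e-12). The pseudogene Rpl19-ps11 (chromosome 8, 19492936 to 19493526) had 551 ± 405 against 101 ± 36.4 CPM (3.11, adjusted p 1.36e-12), but by the definition of the batches the 5 F1 libraries were low (68.9 ± 13.7 CPM).

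The genes lower in F1 liver were Fgd4 (chromosome 16, 16416917 to 16600549; 29.0 ± 26.9 against 474 ± 756 CPM), 9930111J21Rik2 (chromosome 11, 49015874 to 49051242; 9.06 ± 11.4 against 178 ± 265 CPM), Gm43540 (chromosome 5, 11460424 to 11464271; 14.1 ± 24.4 against 409 ± 606 CPM) and Gm37515 (chromosome 3, 155904509 to 155908325; 33.7 ± 32.8 against 555 ± 795 CPM). Their log2 fold changes were -3.82, -3.86, -4.67 and -3.74, with adjusted p of 6.29e-08, 6.94e-08, 8.51e-08 and 1.80e-07 (edgeR). Within nude liver 10-cell libraries each of the 4 rose with the summed level of 12 satellite-like genes, with Spearman correlations of 0.681, 0.618, 0.694 and 0.753 and Pearson correlations of 0.517, 0.536, 0.674 and 0.612 (n = 33, all adjusted permutation p 0.00768 or lower, 8 relations). Without the 2 most extreme libraries the Pearson values were 0.230, 0.308, 0.437 and 0.378. With only the 5 F1 libraries with low Rpl19-ps11 the 4 genes stayed lower and were not called.

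Between RPC and KP1 spheroids, edgeR called 1881 of 8600 genes, 882 higher and 999 lower in RPC, of which 1657 changed by at least 2-fold. Each side is a single line, so genotype, line and any difference in library preparation cannot be told apart. The ERCC share differed as well, with 0.465% in RPC and 0.183% in KP1 (adjusted p 0.0079, permutation test). With RLE scaling the split was 1131 higher and 826 lower, the median log2 fold change of all genes moving from 0.01 to 0.16. Limma-voom called 2564 higher and 1207 lower, with a median of 0.49. Against the 9 KP1 libraries with spike-in there were 1785 calls and against the 19 others 1614, of which 1056 and 1383 were among the 1881. In simulated data, 84.5% of 8-fold, 53.7% of 4-fold and 12.9% of 2-fold changes were recovered, with 1 false call.

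Stmn2 (chromosome 3, 8509360 to 8561606) had 708 ± 441 CPM, with counts in 24 of 24 RPC libraries, and 1 count in the 28 KP1 libraries (adjusted p 9.22e-41). Rps6ka6 (chromosome X, 111388192 to 111537959) had 115 ± 100 CPM in RPC and 4 counts in KP1 (log2 fold change 10.78, SE 0.56, adjusted p 3.44e-25). The pseudogenes Gm10243 and Rpl35a-ps2 carried identical counts in all 199 libraries, so they are 1 uncertain value shared between copies of Rpl35a. They had 239 ± 68.7 CPM in RPC and 0.745 ± 1.5 CPM in KP1 (8.16, SE 0.46, adjusted p 1.38e-23), while Rpl35a itself was lower in RPC (1051 ± 311 against 2787 ± 723 CPM). The summed copies were lower too, with 1529 against 2788 CPM. A division of reads between copies therefore does not explain the whole fall of Rpl35a.

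Wfdc2 (chromosome 2, 164562413 to 164568510) had 419 ± 249 CPM in 28 of 28 KP1 libraries and 1 count in RPC (adjusted p 7.89e-36). Kcnip1 (chromosome 11, 33629339 to 33993152) had 143 ± 96.8 CPM in KP1 and 1 count in RPC (adjusted p 3.77e-28). Cited4 (chromosome 4, 120666572 to 120667820) had 329 ± 145 CPM in KP1 and 0 counts in RPC, at least 13623-fold lower against a floor of 3 counts over all RPC libraries (adjusted p 5.60e-28). Cited4 lies in a stretch of 4 Mb of chromosome 4, from 120 Mb on, whose 24 tested genes had a median log2 fold change of -3.83, while the lowest median of the other windows of 4 Mb was -1.80 (388 windows in all). The processed pseudogene Rps3a2 (chromosome 14, 88123017 to 88123808) had 1772 ± 758 CPM in KP1 and 1.56 ± 1.57 CPM in RPC (log2 fold change -10.31, SE 0.49, adjusted p 2.10e-27). Its value is uncertain, since the summed level of Rps3a1, Rps3a2 and Rps3a3 differed by only -0.25 on the log2 scale.

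**Figure D3:**
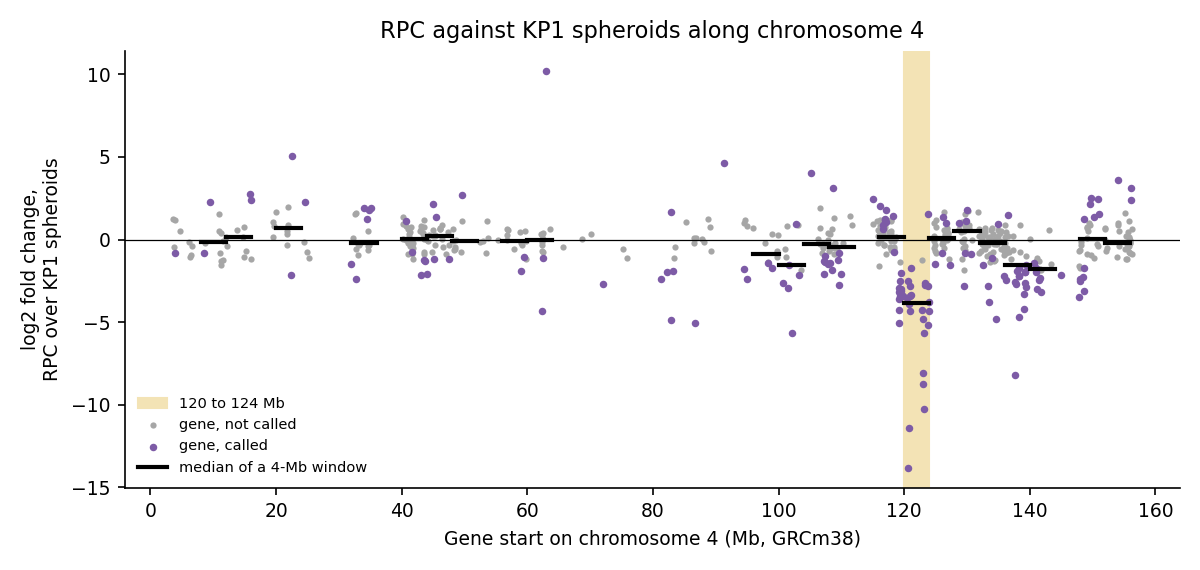
Log2 fold change (RPC over KP1 spheroids) of each tested gene against its start on chromosome 4 in Mb, with called genes in purple, medians of 4-Mb windows as black bars and the 4 Mb from 120 Mb on shaded. The shaded window has a median of -3.83.

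The marker lists held 164 genes. In nude liver against spheroids, camera found the hepatocyte list higher (adjusted p 1.89e-12, 7 of 7 tested members higher), the erythrocyte list higher (1.12e-06, 3 of 3) and the endothelial and stellate list higher (0.00695, 3 of 3). The proliferation list was lower (0.00179, median log2 fold change -1.40, 0 of 13 members higher), as was the neuroendocrine list (0.0135, median -1.08, 2 of 11 higher). In F1 liver against spheroids only the erythrocyte list passed (8.66e-19, 4 of 4 higher). The proliferation (0.0820) and neuroendocrine (0.193) lists did not pass, and the hepatocyte list had too few tested members, although 19 of 19 members had a higher mean in F1 liver than in spheroids. In F1 against nude liver the proliferation (0.00316, 12 of 13 higher) and erythrocyte (0.01, 4 of 4) lists were higher and the hepatocyte list lower (0.0308, 3 of 11 higher). In RPC against KP1 spheroids the neuroendocrine (0.00389, median -1.19, 3 of 12 higher) and proliferation (0.0357, median -0.47, 3 of 13) lists were lower. The other list tests, out of 28, had adjusted p above 0.05. Under an estimated correlation only the hepatocyte and erythrocyte calls of nude liver (0.00287 and 0.0115) and the erythrocyte call of F1 liver (0.000216) held, and all calls held under fry. Median, mean and test differed in sign for 4 lists that no camera test called: hypoxia and glycolysis in nude liver (median -1.15, mean -0.64, test up) and F1 liver (-0.14, -0.27, up) against spheroids, interferon and MHC class I in F1 liver (-0.42, -0.33, up) and mesenchymal in RPC (median 0.06, test down).

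Of the list members tested, edgeR called 32 of 55 in nude liver against spheroids, 15 of 47 in F1 liver against spheroids, 18 of 65 in F1 against nude liver and 19 of 45 in RPC against KP1. Adjusted over the list alone, the counts were 35, 16, 19 and 24. Calca was lower in nude liver (log2 fold change -2.63, adjusted p 8.06e-05) and F1 liver (-4.22) than in spheroids, as were Insm1 (-1.94 and -1.67) and Chga (-0.78 and -0.89). Uchl1 was lower in nude liver (-0.85) and higher in F1 liver (0.70). Vim (2.03 and 2.52) and Fn1 (3.90 and 2.95) were higher in both livers. The call of Vim in F1 liver was lost under 7 alternatives and all of these neuroendocrine calls of nude liver were lost with the hepatocyte covariate, which differs between these groups by construction. In RPC, Chga (-2.38, adjusted p 1.23e-13), Calca (-5.44), Sftpc (-9.87), B2m (-3.64) and Slc2a1 (-4.29) were lower and Scg2 (3.46), Ncam1 (1.37) and Pgk1 (2.24) higher. Psmb8 was higher in F1 than in nude liver (2.21, adjusted p 0.0250) and changed sign under limma-voom (-1.49).

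For the lists with fewer than 3 tested members in the comparisons of liver with spheroids, summed group means are given. MHC class II and macrophage genes summed to 99.7 CPM in nude and 174 CPM in F1 liver against 23.7 CPM in spheroids, and did not differ between livers by camera (adjusted p 0.573). T and NK cell genes summed to 14.4 and 10.7 CPM against 0.744, Notch genes to 29.0 and 12.8 CPM against 9.86, alveolar type I genes to 20.1 and 7.34 CPM against 3.96, and club genes to 0.509 and 3.77 CPM against 0.00809. Alveolar type II genes summed to 92.3 and 47.9 CPM against 113 in spheroids.

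Pool libraries are technical repeats of pooled material and gave no test of conditions. Across 9422 genes the log2 fold changes of nude liver pools against spheroid pools correlated with those of 10-cell libraries (Spearman 0.668, same sign for 74.8%). For F1 liver against spheroids the values were 0.361 and 63.3% over 8929 genes, and for F1 against nude liver 0.317 and 61.9% over 9417 genes. For nude liver the correlation was 0.840 at a mean of at least 50 CPM and 0.617 at 1 CPM. The mean of the KP1 spheroid 10-cell libraries correlated across 11121 genes with the bulk library of KP2 at 0.510, of KP1 at 0.494, of KP5 at 0.483 and of KP3 at 0.472 (Spearman, bootstrap SD over libraries 0.0103 to 0.0118). At a mean of at least 1 CPM the values were 0.630 for KP1 and KP2, and at 50 CPM 0.213 for KP2 and 0.131 for KP1. Genes are not independent replicates.

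To find genes that vary between captures beyond the method's own noise, the spread of 10-cell libraries was set against that of the pools. The mean deviation over tested genes was 1.36 in 10-cell libraries and 1.30 in pools for spheroids, 1.43 and 1.48 for nude liver, and 1.52 and 1.65 for F1 liver (log2 units). In spheroids, limma called 0 of 8602 genes more variable and 0 less variable in 10-cell libraries, with 333 and 175 at an unadjusted p under 0.05. The spheroid pools fell into batches, which can raise their spread. With deviations from the medians of the spike-in batches the calls stayed at 0 and 0, with 404 and 106 unadjusted. By edgeR's gene-wise dispersion 6153 of the 8602 genes had a larger value in 10-cell libraries, and 2 of 40 splits, the real one included, gave as many. In nude liver 53 of 9397 genes were called more variable and 20 less (579 and 787 unadjusted). In F1 liver 47 of 8759 genes were called more variable and 83 less (427 and 1134 unadjusted). The setting that moved these counts most, apart from the dispersion, was squared deviations for nude liver, with 3 calls, and leaving out libraries with over 10% ERCC counts for F1 liver, with 2. In simulated data with added spread (SD 3) in genes of at least 100 CPM, 32.8% were recovered for spheroids, 4.92% for nude liver and 0% for F1 liver, so the power of this test was low.

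**Figure D4:**
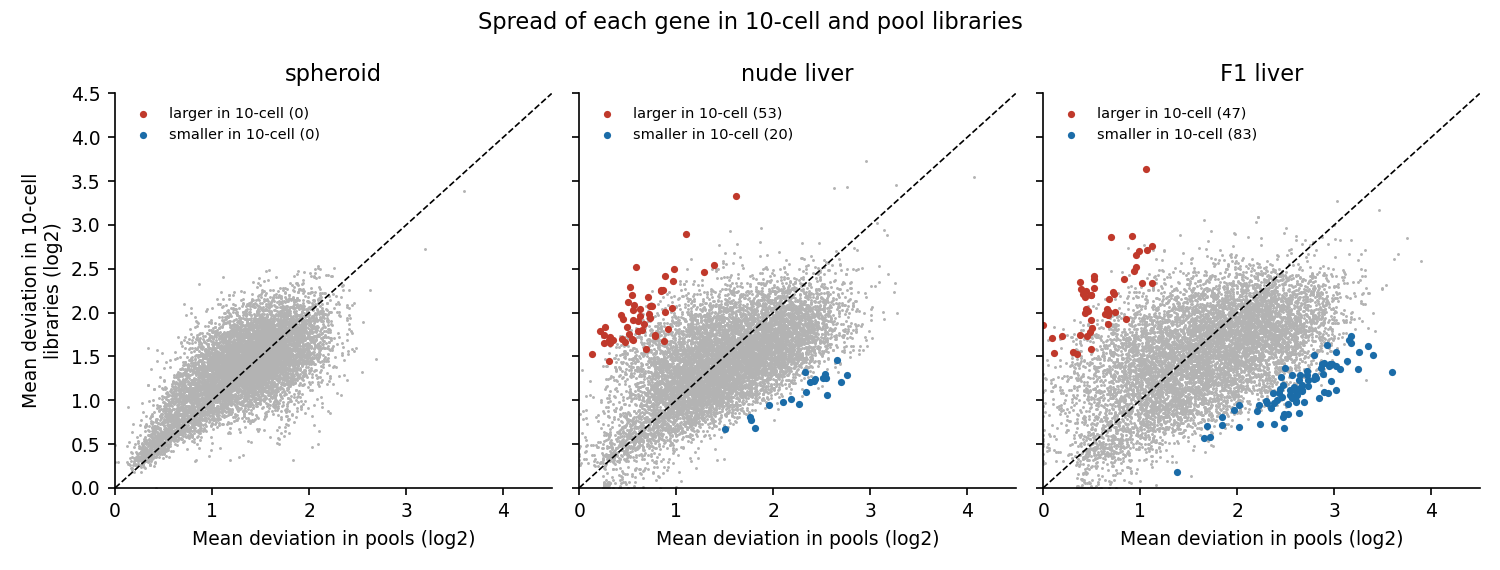
Mean deviation of each gene (log2 units) in 10-cell libraries against pools, for spheroids, nude liver and F1 liver, with genes called more variable in 10-cell libraries in red and less variable in blue. The counts of called genes are 0 and 0, 53 and 20, and 47 and 83.

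The 6 genes with the smallest adjusted p in nude liver were Fam129b, Zfx, Acadl, Ccdc58, Chpf2 and Plagl2. Fam129b (chromosome 2, 32876114 to 32925254) had a deviation of 2.29 in 10-cell libraries, where 24 of 33 had counts, and 0.52 in pools, where 8 of 35 had counts (difference 1.77, SE 0.30, limma adjusted p 0.00118). The other 5 had differences of 1.34 to 1.62 and adjusted p of 0.00206 to 0.00812. In F1 liver they were Pomc, Smim8, Mup7, Apool, Flii and Dnajc4. Pomc (chromosome 12, 3954951 to 3960642) had a deviation of 2.35 in 10-cell libraries, with counts in 21 of 31, and 0.38 in pools, with counts in 4 of 24 (difference 1.97, SE 0.34, adjusted p 0.00121). The other 5 had differences of 1.62 to 2.58 and adjusted p of 0.00121 to 0.00171. All 12 genes had lower mean levels in the pools. Of the 53 genes of nude liver 40 had counts in under 50% of the pools, and of the 47 genes of F1 liver 43 did. Among list members, Calca and Fcgr2b were called more variable in nude liver, and Cdk1 less variable in F1 liver. Adjusted over the list alone, 4 members were more variable in nude liver, 1 less variable in F1 liver and 0 in spheroids.

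Of 7900 genes tested in both livers, 37 were called in nude and 40 in F1 liver, and 0 in both (0.187 expected, one-sided Fisher's exact p 1). No spheroid gene was called, so no gene was shared by all 3 conditions. Among the 500 genes with the smallest p in each, 64 were shared between the livers (19.9 expected, p 1.71e-17, across genes that are not independent). By the same test spheroids shared no more than expected. They shared 18 with nude liver (23.5 expected, p 0.910) and 17 with F1 liver (26.3 expected, p 0.983). The expected numbers take every gene as equally likely to rank high. Counts in under 50% of the pools were found for 40 of 53 genes called in nude liver and 43 of 47 in F1 liver. Of all genes tested, 23.9% and 25.8% were so. The sharing of 64 genes thus cannot be told apart from poor detection in both sets of pools, and no matched background was run for it.

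Tested directly, the excess spread of 10-cell libraries over pools differed between nude liver and spheroids for 0 of 9422 genes by limma (416 and 742 higher and lower at an unadjusted p under 0.05). It differed between F1 liver and spheroids for 45 of 8929 genes, 11 larger and 34 smaller in F1 liver, and between F1 and nude liver for 10 of 9417 genes, 1 larger and 9 smaller. Among the larger ones against spheroids were Mup7 (difference 2.58, SE 0.51, adjusted p 0.00620, with 0 counts in spheroid libraries), Apool (2.09, adjusted p 0.0154), Hibadh (1.86, adjusted p 0.0257) and Mgme1 (1.88, adjusted p 0.0365). Among the smaller ones were Bex3 (-2.10, adjusted p 0.00316), Prpsap1 (-2.27, adjusted p 0.00316), Tmed10 (-2.34, adjusted p 0.00807) and Atp6v0b (-1.86, adjusted p 0.0154). For Bex3 the deviation was 0.68 in F1 10-cell libraries, 2.48 in F1 pools, 0.71 in spheroid 10-cell libraries and 0.41 in spheroid pools. Against nude liver, Mup7 was larger in F1 liver (2.56, SE 0.45, adjusted p 0.000939). Gm15807 (-1.70), Gm17555 (-2.68), Cdk15 (-1.42) and Gm7416 (-1.76) were smaller, with adjusted p of 0.00245 to 0.00477. In F1 liver 10-cell libraries Gm15807, Cdk15 and Gm7416 were nearly absent. Their means were 0.433, 0.279 and 0.870 CPM there, against 24.4, 15.0 and 28.9 CPM in nude liver. Their small spread in F1 liver cannot be told apart from this low level. Without libraries of over 10% ERCC counts, a share whose median was 13.2% in F1 liver pools, these comparisons gave 0 and 1 calls. In simulated data with added spread (SD 3) in genes of at least 100 CPM, 54.3% were recovered for nude liver with spheroids, 29.0% for F1 liver with spheroids and 0% for F1 with nude liver. In genes of at least 10 CPM the shares were 2.94%, 5.88% and 0%. For the comparisons with spheroids, all simulated libraries had the dispersions of spheroid pools. The median gene-wise dispersion was 1.38 in spheroid pools, against 3.79 in nude liver pools and 5.10 in F1 liver pools. The shares for the comparisons with spheroids may therefore be too high.

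Over whole profiles of 9470 genes in spheroids, 10-cell libraries were as similar to each other (median Spearman correlation 0.628 ± 0.0385) as pools were (0.637 ± 0.0271, adjusted p 0.41, two-sided permutation test). Within the spheroid batches the values were 0.629 and 0.626 with spike-in (9 and 6 libraries, exact permutation p 0.612) and 0.635 and 0.658 without (p 0.116). In nude liver the 10-cell libraries were more similar to each other than the pools (0.561 ± 0.0587 against 0.515 ± 0.0268, adjusted p 7.5e-05), and in F1 liver likewise (0.514 ± 0.0266 against 0.449 ± 0.0353, adjusted p 3e-05). The F1 difference held in both batches, with 0.513 against 0.453 in the larger (p 1e-05, the smallest that 100000 permutations can give) and 0.534 against 0.430 in the smaller (5 and 5 libraries, exact permutation p 0.00794). The medians of libraries were permuted without recomputing the correlations, and libraries of a group share pairs. The medians are thus not independent, and the p-values of these similarity tests may be too small. RPC 10-cell libraries had 0.671 ± 0.0453.

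Scores of the neuroendocrine list were correlated with those of the Notch, hepatocyte, and MHC class II and macrophage lists in each KP1 group, 18 relations in all. None of the 9 relations in 10-cell libraries passed adjustment. The largest by Pearson correlation were neuroendocrine with hepatocyte in spheroids (Pearson 0.470, p 0.0227, adjusted p 0.102; Spearman 0.294, p 0.13, adjusted p 0.26; 0.232 without the 2 extreme libraries), neuroendocrine with Notch in F1 liver (Pearson 0.468, p 0.0079, adjusted p 0.0711; Spearman 0.380, p 0.036, adjusted p 0.162; 0.515 without 2) and neuroendocrine with MHC class II and macrophage in nude liver (Pearson 0.424, p 0.0137, adjusted p 0.0822; Spearman 0.378, p 0.0316, adjusted p 0.162; 0.430 without 2). By Spearman correlation the largest was neuroendocrine with Notch in spheroids (0.417, p 0.0284, adjusted p 0.162; Pearson 0.344, p 0.0735, adjusted p 0.136; 0.364 without 2). Neuroendocrine with MHC class II and macrophage passed in nude liver pools, which are splits of pooled material (Pearson 0.557, p 0.00048, adjusted p 0.00864; Spearman 0.579, p 0.00031, adjusted p 0.00558; 0.545 without 2, permutation tests). The alternative that moved these values most was removal of the first principal component, which took neuroendocrine with hepatocyte in F1 liver pools from 0.367 to -0.249.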

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

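The tests of pool noise and of RNA per aliquot in this part were chosen after the results were seen.

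Genes whose excess spread differed between F1 liver and spheroids numbered 45, and between F1 and nude liver 10. These were marked because the result for one condition differs from that of another. A technical reading is favoured for the first. The mean deviation rose by 0.364 from spheroid to F1 liver pools and by 0.203 from spheroid to F1 liver 10-cell libraries, and 34 of the 45 genes had a smaller excess in F1 liver. A biological reading, that tumour cells vary differently with the host, was not tested and stays open. Mup7, which passed in both comparisons, says nothing of it, since it had 0 counts in spheroid libraries and a mean of 0.194 CPM in nude liver 10-cell libraries. Gm15807, Cdk15 and Gm7416, smaller in F1 than in nude liver, say little of it either. Their means in F1 liver 10-cell libraries were 0.433, 0.279 and 0.870 CPM, and that of Gm17555 was 5.73 CPM.

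The mean ERCC share of F1 liver pools was 12.4%, and was marked because the spike-ins entered no gene test. The F1 liver 10-cell libraries had 3.01%. The pools also had 1099 fewer genes detected at one depth, so less cellular RNA per pool aliquot is the simpler account, and a biological cause is hard to name for splits of pooled material. How much spike-in was added to each library is not known from the labels, so the shares were not turned into amounts of RNA.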

How the results depend on the processing

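Each result was recomputed under alternative settings, 2161 values for 246 results. Of these, 1818 kept their call and sign, 229 lost a call, 8 gained one, 28 changed sign and 78 counts or correlations moved by more than the preset margin. The fits on protein-coding genes, within or centred on library batches, of numbered libraries without a block, without libraries of over 10% ERCC counts, and of shared less variable genes were chosen after seeing the data. The cause of a change was not tested unless it is stated.

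Counts of genes differing in mean moved in all 4 comparisons with no filter and with DESeq2, while a mean of at least 5 CPM moved them less and subsets of few libraries lowered some strongly. Against 2669 for nude liver with spheroids, 924 for F1 liver with spheroids, 1358 for F1 with nude liver and 1881 for RPC with KP1, testing with no filter called 8431, 5072, 6294 and 6115 genes. DESeq2 called 5193, 2519, 2982 and 4059, of which 2548, 878, 1242 and 1774 were also edgeR calls. DESeq2 split 1160 higher and 1822 lower for F1 with nude liver and 2538 higher and 1521 lower for RPC, and moved the median log2 fold change of all genes to 0.48 for nude liver and -0.32 for F1 with nude liver. Limma-voom with sample weights called 1900 for F1 liver with spheroids and 3771 for RPC. One fit over all 10-cell groups called 1944 for F1 liver with spheroids and 2630 for F1 with nude liver. Thinning to one depth gave 877 for F1 with nude liver, where fewer genes could be tested (4372 against 7064). The hepatocyte score as a covariate gave 1065 for nude liver with spheroids. The score differs between these groups by construction, so it takes up part of the comparison. The 5 F1 libraries with low Rpl19-ps11 gave 379 and 223 calls, and the 9 spheroid libraries with spike-in 174 for F1 liver with spheroids.

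Libraries of different groups with the same number were entered as a block. The pairing check found no shared signal, with median correlations of libraries of the same number from -0.00165 to 0.00847 and at most 1 pair over 0.1 in each pair of groups, so the numbers do not pair samples. Under the block 887 genes were called for F1 with nude liver, against 1228 in the same libraries without a block. It split 282 higher and 620 lower for F1 liver with spheroids, 367 and 520 for F1 with nude liver, and 1256 and 763 for RPC. For spread the block called 20 genes in nude liver and 8 in F1 liver, and 0 for the differences of F1 liver from spheroids and from nude liver. The same libraries without a block called 32, 8, 0 and 0, so the loss of the differences came with leaving out libraries and not with the block.

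Counts of more variable genes were 53 in nude liver, 47 in F1 liver and 0 in spheroids. A pseudocount of 10 gave 4 and 14, a mean of at least 20 CPM 5 and 19, and squared deviations 3 and 19. TMM-scaled CPM gave 33 in nude liver. In F1 liver, deviations from the batch medians gave 21, the libraries with high Rpl19-ps11 alone 19, and leaving out libraries with over 10% ERCC counts 2. Gene-wise dispersion, compared without a test per gene, was larger in 10-cell libraries for 6153 genes in spheroids (71.5%), 1453 in nude liver (15.5%) and 1169 in F1 liver (13.3%). Of 40 splits, 2, 40 and 40 gave as many, so in liver this measure was larger in the pools for most genes.

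Differences in excess spread numbered 0 for nude liver with spheroids, 45 for F1 liver with spheroids and 10 for F1 with nude liver. A pseudocount of 0.1 gave 107 and 2 for the F1 comparisons, and a pseudocount of 10 gave 2, 15 and 5. A mean of at least 1 CPM gave 5 for nude liver with spheroids, and of at least 20 CPM 104 and 5 for the F1 comparisons. Squared deviations gave 99 and 6, and TMM-scaled CPM gave 1 for nude liver and 81 for F1 liver with spheroids. Thinning gave 6 for F1 with nude liver. Deviations from the Rpl19-ps11 batch medians gave 11 for F1 liver with spheroids. Leaving out libraries with over 10% ERCC counts gave 0 and 1, with fewer F1 liver pools in the fit.

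Genes shared between conditions numbered 0. At an adjusted p under 0.1 the livers shared 2. Among the 500 smallest p they shared 64, spheroids and nude liver 18, and spheroids and F1 liver 17. Among genes less variable in 10-cell libraries the livers shared 1.

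Without thinning, nude liver libraries had fewer detected genes than spheroid libraries (-155.4), against 296 more with thinning. Neither differed by the permutation test. The similarity difference of spheroids (-0.00840) became 0.00556 with Pearson correlation and 0.00268 within libraries with spike-in, and no version differed.

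For pools against 10-cell fold changes, a mean of at least 1 CPM moved the Spearman correlation of nude liver with spheroids to 0.617 (same sign 73.3%) and of F1 with nude liver to 0.274 (60.7%). A mean of at least 50 CPM gave 0.840 (82.6%), 0.532 for F1 liver with spheroids (69.8%) and 0.491 (66.7%). Against bulk, a mean of at least 1 CPM gave 0.630 for KP1, 0.608 for KP3, 0.601 for KP5 and 0.630 for KP2, and of at least 50 CPM 0.131, 0.118, 0.213 and 0.213.

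With an estimated correlation camera lost these list calls: in nude liver with spheroids endothelial and stellate (adjusted p 0.0509), neuroendocrine (0.170) and proliferation (0.111), in F1 with nude liver proliferation (0.109), erythrocyte (0.226) and hepatocyte (0.442), and in RPC neuroendocrine (0.0509) and proliferation (0.181). Fry added mesenchymal in nude liver (0.00131), neuroendocrine (8.14e-08) and proliferation (4.49e-06) in F1 liver with spheroids, endothelial and stellate (1.63e-06) and neuroendocrine (0.00620) in F1 with nude liver, and interferon and MHC class I in RPC (0.000103). Fry gave the other direction, without a call, for hypoxia and glycolysis in nude liver (0.732) and F1 liver (0.668), interferon and MHC class I in F1 liver (0.590) and mesenchymal in RPC (0.668). Fry tests a list against no change and camera against the other genes.

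Correlations of list scores changed sign only where none was called. Without z-scoring these were MHC class II and macrophage with neuroendocrine in spheroid pools (-0.121), hepatocyte with neuroendocrine in nude liver 10-cell libraries (0.0231) and neuroendocrine with Notch in F1 liver pools (-0.00475). There neuroendocrine with Notch in F1 liver 10-cell libraries gained a call (0.482, adjusted p 0.0461). With members of at least 5 CPM the same 3 relations gave -0.0346, 0.0783 and -0.0595, and neuroendocrine with Notch in nude liver 10-cell libraries gave -0.142. With the first principal component removed, neuroendocrine with Notch gave -0.0665 in spheroid 10-cell libraries, -0.173 in spheroid pools and -0.346 in F1 liver pools. MHC class II and macrophage with neuroendocrine gave -0.138 in spheroid pools and -0.141 in nude liver 10-cell libraries, and lost its call in nude liver pools (0.415, adjusted p 0.185). Hepatocyte with neuroendocrine gave -0.0258 in F1 liver 10-cell libraries and -0.249 in F1 liver pools.

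Of 1575 values for named genes, 1429 kept call and sign, 138 lost a call and 1 gained one. Changes of sign were Psmb8 in F1 with nude liver (limma-voom -1.49, block -0.88, F1 libraries with low Rpl19-ps11 -4.08), and in the same low libraries Rpl19-ps11 (-0.47, by the definition of that batch), Hba-a1 (-0.70) and Hba-a2 (-0.37), and Trp53 in RPC against spheroid libraries without spike-in (-0.11, not called in either). Trp53 gained a call under limma-voom (1.75, adjusted p 0.00715). Hpx lost its call with the hepatocyte covariate (2.07, adjusted p 0.346). Fgd4 (-3.10), 9930111J21Rik2 (-4.29), Gm43540 (-3.50) and Gm37515 (-3.23) lost theirs in the 5 low F1 libraries. Crebbp lost its call under 6 of 13 alternatives, with adjusted p from 0.00646 to 0.195 over all. Of 262 values for genes named for spread, 180 kept their call and 82 lost it.

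Leaving out libraries with a low total for their group removed 0 libraries, and a pseudocount has no place in the count models. The hepatocyte covariate was not run for RPC. Alignment, the annotation release and duplicate removal could not be varied from a table of counts. Depth limits the low end: with a floor of 718149 gene counts per library, a gene at 1 CPM has less than 1 expected count.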

Other observations

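The tests in this part were chosen after the results were seen, except that for receptor genes, that for genes higher in nude liver and that for the 4 genes around Fgd4, which were written before their values were computed.

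Chance division of the libraries was tested by 100 splits, the real one included. For the genes differing in mean, 1 of 100 splits gave as many calls as the real one in nude liver with spheroids, 1 in F1 liver with spheroids, 1 in F1 with nude liver and 1 in RPC with KP1. The largest other splits gave 182, 15, 164 and 22 calls. For genes more variable in 10-cell libraries the values were 1 for nude liver and 1 for F1 liver, and 100 for spheroids, where no gene was called. For differences in excess spread, 10-cell and pool labels were exchanged inside each condition. The values were 1 for F1 liver with spheroids, 1 for F1 with nude liver, and 100 for nude liver with spheroids. Such splits ask whether 10-cell and pool libraries differ at all, so they do not show that the excess differs between conditions. Chance division alone is an unlikely cause of the calls, although a split says nothing of causes that follow the groups, such as batch, host or RNA input.

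The spread of liver libraries cannot be read as differences between tumour cells without care. Pools had fewer genes detected than 10-cell libraries, by 1277 in nude liver and by 1099 in F1 liver, as well as a higher ERCC share. This is consistent with less cellular RNA in each pool aliquot than in a capture. Among genes with counts in at least 80% of both kinds of library, 8 were called in nude liver where 26.4 would be at the overall rate, and 0 in F1 liver where 17.2 would be. Whether the calls come from transcripts missing from the pools cannot be told from this, since detection in the pools also enters the call and few genes of F1 liver were recovered in simulated data. For spheroids, added spread of SD 3 was recovered for 32.8% of genes of at least 100 CPM and 6.35% of genes of at least 10 CPM, so the 0 calls speak mainly of abundant genes.

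For the difference between F1 liver and spheroids, noisier pools are a candidate explanation. The mean deviation was 0.364 higher in F1 liver pools than in spheroid pools, more than between the 10-cell libraries (0.203). The library batch inside F1 liver leaves 11 of the 45 genes when deviations are taken from batch medians, so its part cannot be told. For F1 with nude liver 8 of 10 genes stay called with deviations from batch medians, which speaks against this batch as the cause.

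The nude liver libraries carry an unusual background. The summed level of 12 satellite-like genes was 760.7 CPM in nude liver 10-cell libraries against 2.39 in KP1 spheroids and 28.0 in F1 liver. It was 82.5 ± 128 CPM in RPC libraries and 44.5 CPM in the KP1 bulk library, so it was not confined to liver. Its part in the comparison of RPC with KP1 was not tested. Genomic DNA in the libraries could explain part of the level in nude liver. Olfactory and vomeronasal receptor genes are not known to be transcribed by these cells. They were 21.2 times as high in nude liver as in spheroids (398 against 18.8 CPM, permutation p 5e-05). The top 5 receptor genes held 90.8% of the receptor counts in nude liver and 95.9% in spheroids, so the ratio rests on few genes. Distinct receptor genes with counts numbered 82 against 20, and 8.36 against 3.75 per library (adjusted permutation p 3e-05). The satellite-like level did not rise with the hepatocyte score (Spearman -0.0755 across nude liver 10-cell libraries, p 0.675, and -0.371 across pools), but RNA of host hepatocytes is not excluded by this. A part for low input stays open. F1 liver pools, with the higher ERCC share, had only 47.8 CPM of the satellite-like genes against 1344 CPM in nude liver pools. Inside nude liver, however, the level rose with the ERCC share (10-cell Pearson 0.597, Spearman 0.584; pools Pearson 0.601, Spearman 0.391), and receptor genes were higher in F1 liver pools than in F1 liver 10-cell libraries (212 against 30.2 CPM). Rpsa followed the satellite-like level across nude liver 10-cell libraries (Spearman 0.809, Pearson 0.471), though in pools less so (0.407 and 0.0854). It also rose with the ERCC share in the 10-cell libraries (Spearman 0.671, Pearson 0.445) but not in pools (Spearman 0.179, p 0.304; Pearson 0.147, p 0.406), while F1 liver pools had 19998.9 CPM against 58104 in nude liver pools. A source shared with the satellite-like genes may thus contribute to Rpsa, and low input is not excluded.

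The same source may contribute to the gene counts between nude liver and spheroids. Inside nude liver, genes higher there had a median Spearman correlation with the satellite-like level that was 0.488 above that of genes lower there (permutation p 1e-05, the smallest possible). The median was 0.107 for the 1390 higher genes, of which 844 were above 0, against an upper bound of 0.0922 in permuted data. It was -0.381 for the lower genes and -0.271 for the 5165 genes not called. Fgd4, 9930111J21Rik2, Gm43540 and Gm37515, lower in F1 than in nude liver, had correlations of at least 0.618 with it. Their difference may be one of background, and an effect of the host was not tested apart from it. All of this is correlation inside 1 group, and a test of the source would need reads along introns and between genes.

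RNA of the host is a candidate source of the liver and blood transcripts in the colonies, and it cannot be told apart here from a rise inside tumour cells. All 19 of the hepatocyte list members had a higher mean in nude liver than in spheroids, as had 5 of 5 erythrocyte genes, which either source would give. Of the 19, 14 had 0 counts in spheroids. The lower hepatocyte list of F1 against nude liver rests on 11 tested members. Over all 19 the summed level was also lower in F1 liver (625 against 1354 CPM). The median member went the other way, with 28.0 CPM in F1 and 20.0 CPM in nude liver.

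In RPC, the region of chromosome 4 around Mycl stands out. Without Cited4 and Ndufs5 its 22 genes had a median log2 fold change of -3.64, with 21 lower, beyond any other window (-1.80). This is consistent with more copies of the region in the KP1 line than in RPC. Mycl, named here outside the rule, had 95.7 CPM in KP1 spheroid 10-cell libraries and 24 counts in all RPC libraries. Loss in RPC of 1 or both of 2 copies does not explain the difference, since the upper 95% bound of the median was -2.79 (bootstrap over genes) and 13 of the 22 genes had counts in all 24 RPC libraries. Copy number was not measured here, and loss from a higher number of copies or a difference in regulation stays open.

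Several named pseudogenes say little of their own loci. The summed Rps3a copies differed by -0.25 between RPC and KP1 while Rps3a2 differed by -10.31, so shared reads are the likely cause. A difference in sequence between the lines cannot be told: Rps3a1 held at most 13.2% of the copies in the KP bulk libraries and 99.9% in RPC, but only 1 line stands on the RPC side. Gm10243 and Rpl35a-ps2 followed Rpl35a more closely than other ribosomal protein genes did (percentile 100), which shared reads would give. The share of Rpl35a among these copies was 68.7% in RPC and 72.6% in the KP5 bulk library. It was 99.8% to 100% in the KP1, KP2 and KP3 bulk libraries, so a difference between lines in these copies is not excluded. For Gm28438 the second F1 batch did not differ from spheroids (exact p 0.284) and the sum with mt-Co3 and Gm28437 differed between F1 batches by only 0.0933 on the log2 scale, so batch and the division of reads between copies may explain it. For Rps13-ps1 neither the batch (exact p 0.000215 for the second batch against spheroids) nor cells of the KP2 line (median of 0.0535 CPM in F1 liver for genes seen only in KP2 bulk) explains the rise, which stays open. The KP2 bulk library itself had 149 CPM of Rps13-ps1, against 1.22 to 3.86 CPM in the other bulk libraries. Its share of mt-Co3 among the copies was 16.2%. The F1 liver 10-cell mean of 15.1% averages unlike batches, 5.67% with high and 64.2% with low Rpl19-ps11. Neither batch mean is near that of KP2, so this share gives no likeness between KP2 and F1 liver. An exchange of the KP1 and KP2 bulk libraries does not explain the closer KP2 library, since genes seen only in KP2 bulk had a median of 0.0491 CPM in KP1 spheroid libraries. With the main filter, KP2 was also the closest bulk library for KP1 spheroid pools (0.539), nude liver (0.470), F1 liver (0.466) and RPC 10-cell libraries (0.511). Its closeness was thus not particular to KP1 spheroids and says little of the identity of a line.

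The neuroendocrine and proliferation lists fell in nude liver, but not under camera with an estimated correlation (adjusted p 0.170 and 0.111). Nude and F1 hosts differ in strain, in library batch and in background as well as in immunity, so no difference between them can be put down to immunity alone.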
